A study of Homo sapiens with 54 samples. Its data were reported in "A high-fidelity CRISPR-Cas13 system improves abnormalities associated with C9ORF72-linked ALS/FTD" (2025).

How the data were processed

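RNA from HEK293T cells was measured by paired-end sequencing of poly(A)-selected, stranded libraries on 1 sequencing lane, in 18 groups of 3 independent biological replicates (54 libraries). Groups were taken from the labels: WT, N2V7 or N2V8 effector with a non-targeting crRNA (NTG), crRNA-13 (S13) or an additional crRNA (S3, S4, S7), untransfected cells (UT), and cells given ASO2 or ASO4. The labels give 48 h from transfection to harvest.

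The deposited table holds estimated counts per gene, which the authors made with Salmon (version 1.5.2), by quasi-mapping of reads to spliced NCBI transcripts with a GRCh38 decoy, and with the tximport option lengthScaledTPM, so that the sums over transcripts are scaled for transcript length. A second kind of value (unit: other) was deposited beside the counts, a TRUE or FALSE mark of the genes the authors kept. The rule behind that mark is not stated, and it was used here only in an alternative. Counts were rounded to whole numbers before testing. The table lists 38137 genes, of which the authors kept 15464.

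Analysis was done in R (version 4.3.3). Low-count genes were removed with the filterByExpr function of edgeR (version 4.0.16), which left 15378 genes, 15368 of them also kept by the authors. Libraries were scaled by TMM. All 54 libraries were fitted together with edgeR's quasi-likelihood F test with robust dispersion, 1 term per group and 1 factor of unwanted variation estimated from the residuals (the RUVr method). That factor took 21.9% of the residual variance, and N2V7_S4 held 95.6% of its squared weight. A gene was called at a fold change over 1.25 in either direction and an adjusted p under 0.05. The Benjamini-Hochberg adjustment ran over all genes and comparisons of a family together. The families were S13 against NTG of the same effector (3 comparisons), the differences between effectors in that effect (3), NTG against UT (3), the mean of the additional crRNAs against NTG (3), each oligonucleotide against UT (2) and the additional crRNAs taken singly (9). SE and 95% intervals come from the same fit, with 35 residual degrees of freedom before moderation. Replicate numbers were not treated as pairs, since residuals of libraries with the same number in different groups had a mean correlation of 0.00112.

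Genes named in the report were fixed by a rule set before the data were examined. C9orf72 came first. For each S13 comparison, the 10 largest rises and 10 largest falls were taken among called genes with a mean log2 CPM of at least 2 and no overlap between the libraries of both groups, and for other comparisons the 5 largest of each. The rule on overlap was not applied to the differences between effectors. For each gene list, up to 3 called members with the largest change were taken. Genes with only a locus symbol were counted and not named. From these, the results of each comparison name genes that kept their call there each time 1 library was left out. The flagged results also name those that lost it and say so. A further gene that met the rule is not reported here. Coordinates are those of the RefSeq annotation of GRCh38.

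Of 23 gene lists fixed before the data were examined, 22 had tested members; a list of mitochondrially encoded genes had no gene in the table. The genes of each list were chosen here. The lists that follow terms the study found enriched in WT cells with crRNA-13, and so are not independent evidence, were replication-dependent histones, tRNA processing, the unfolded protein response of the endoplasmic reticulum and intrinsic apoptosis. The others were the integrated stress response, heat shock, immediate early genes, interferon-stimulated genes, NF-kB targets, p53 targets, cytosolic and mitochondrial ribosomal proteins, oxidative phosphorylation, ribosome biogenesis, snoRNA host genes, cholesterol synthesis, mitotic cell cycle, splicing factors, the C9ORF72 complex with autophagy, zinc-finger genes, neuroblastoma markers and markers of other lineages. Lists were tested against all other genes with camera in limma (version 3.58.1) on log2 CPM with a prior count of 2, at its preset correlation between genes and also with the correlation estimated from the data. The fry test, which tests direction alone and makes no comparison with other genes, was run beside them. The adjustment ran over the lists and comparisons of a family. Members called when the adjustment covers the members of 1 list only are given as "adjusted over the list alone".

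Alternatives were set beforehand: no factor of unwanted variation, limma-trend, DESeq2 (version 1.42.0), DESeq2 size factors in place of TMM, no low-count filter, a replicate term, adjustment within each comparison, an adjusted p under 0.01, only the compared libraries without a factor, and each library left out in turn. Those chosen after the data were seen were the authors' own gene filter, library 2 of N2V7_S4 left out, list tests without replicate 3 of N2V8_S13, and S13 groups against UT. The total per library ran from 9546826 to 15099153 estimated counts, and the common biological coefficient of variation was 0.0589. The fit was tested on simulated data: changes of 1.5-fold were found for 77.6% of 67 genes in a comparison of 2 groups, and for 41.8% in a difference between effectors. No library was left out of the analysis.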

Results

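RNA sequencing was used to measure gene expression in HEK293T cells, a human embryonic kidney line, that carried RfxCas13d or a high-fidelity form of it. RfxCas13d is an RNA-guided nuclease that can also cleave bystander RNAs once it has found its target, and N2V7 and N2V8 are engineered variants made to lessen that collateral activity. Each effector (WT, N2V7 or N2V8) was delivered with a non-targeting crRNA (NTG), with crRNA-13 against C9ORF72 (S13), or with 1 of 3 additional crRNAs (S3, S4 and S7) whose target sites the labels do not give. The study lists C9ORF72 target sequences for crRNAs 3, 4 and 7, and the labels carry the same numbers. That match was not tested. Untransfected cells (UT) and cells given the antisense oligonucleotides ASO2 or ASO4 completed the set. The 54 libraries formed 18 groups of 3 independent replicates, and the labels place the harvest 48 h after transfection. The study's text gives a later time.

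The smallest library held 9546826 estimated counts and the largest held 15099153. Of 38137 genes listed, 15378 passed the low-count filter, and the genes below it held 0.0723% of the counts. The first principal component took 15.7% of the variance and the second took 9.29%. Library 2 of N2V7_S4 stood apart from the rest, with a residual SD of 0.523 on the log2 scale against at most 0.269 in any other group, and with a score of −95.1 on the second component. Values below are log2 fold changes ± SE with 3 libraries per group, and CPM are means ± SD of counts scaled by TMM and library total. A gene was called when both its fold change and its adjusted p passed the thresholds set beforehand. Apart from the differences between effectors, to which no such rule was applied, the genes chosen by size of change had no overlap between the libraries of both groups, which chance alone gives for 10% of genes in a comparison of 3 against 3.

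C9orf72 (Entrez 203228, chromosome 9, 27546546 to 27573866, GRCh38), the gene that the guides and oligonucleotides address, was compared first. The file sums its transcript variants, so a loss of the repeat-carrying variants alone, which the study aimed for with crRNA-13 and ASO2, would be diluted by the variant that lacks the repeat. With S13, C9orf72 stood at 26.4 ± 0.445 CPM against 29.3 ± 3.83 CPM with NTG in WT cells, a difference of −0.15 ± 0.09 (95% interval −0.33 to 0.04, adjusted p = 0.28). The differences were 0.07 (interval −0.12 to 0.25, adjusted p = 0.677) for N2V7 and −0.06 (interval −0.25 to 0.13, adjusted p = 0.73) for N2V8, so no change of the gene as a whole was detectable at this depth. Between WT and N2V8, the S13 effects on C9orf72 differed by −0.09 (interval −0.36 to 0.18, adjusted p = 0.692). ASO4, which binds an exon common to the main variants, lowered C9orf72 to 11.01 ± 0.770 CPM from 28.97 ± 1.31 CPM in UT (log2 −1.40 ± 0.10, adjusted p = 2.17e-16), a change of −62.1% (95% interval −67.3% to −56.1%). ASO2, which binds the first intron, left it at 29.7 ± 0.912 CPM (log2 0.04, interval −0.15 to 0.22, adjusted p = 0.852).

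**Figure D1:**
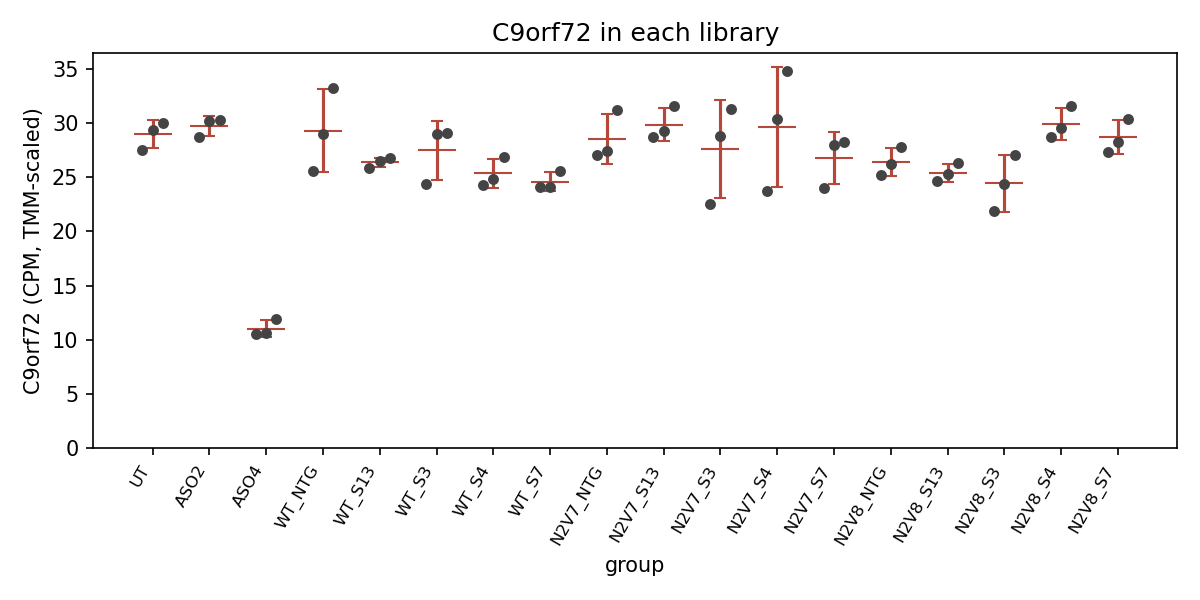
C9orf72 in TMM-scaled CPM (vertical axis) in the 18 groups (horizontal axis); points are single libraries, and red marks are the mean and SD of 3. The ASO4 libraries average 11.01 CPM, and the UT libraries average 28.97 CPM.

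The next question was how the transcriptome of cells carrying WT RfxCas13d differed between crRNA-13 and the non-targeting crRNA. Histone genes were among the large rises: H4C15, which encodes histone H4 (Entrez 554313, chromosome 1, 149844488 to 149861240), reached 146 ± 11.5 CPM from 27.2 ± 2.31 CPM, a 5.36-fold rise (log2 2.42 ± 0.15, adjusted p = 1.14e-13). H2AC18, an H2A gene (Entrez 8337, chromosome 1, 149842218 to 149842750), rose 4.16-fold (log2 2.06 ± 0.14, adjusted p = 1.53e-16), and H3C6, an H3 gene, rose 4.01-fold (adjusted p = 6.19e-10). Among the falls were INHBA, a subunit of activin (Entrez 3624, chromosome 7, 41685114 to 41705406), which was 2.56-fold lower (log2 −1.36 ± 0.16, adjusted p = 6.21e-09). ATF5, a stress-responsive transcription factor (Entrez 22809, chromosome 19, 49928906 to 49933935), fell to 16.2 ± 3.34 CPM from 38.1 ± 5.99 CPM (log2 −1.23 ± 0.22, adjusted p = 7.3e-05). Other large rises were OVGP1, an oviduct glycoprotein gene (2.26 ± 0.19), H2BC21 (1.65 ± 0.13), ZNF530 (1.63 ± 0.22) and the long non-coding RNA NRAV (1.60 ± 0.20); the largest adjusted p = 4.55e-07 among them belonged to ZNF530. Other large falls were AKNA (−1.31 ± 0.19), the pacemaker channel gene HCN4 (−1.09 ± 0.24), SH2D3C (−1.01 ± 0.18) and TNFRSF12A, the TWEAK receptor (−0.96 ± 0.13). CGA, the common subunit of the glycoprotein hormones, fell as well (log2 −1.01 ± 0.24, adjusted p = 0.00243). The readthrough loci RPL36A-HNRNPH2 (2.75 ± 0.63) and CZ1P-ASNS (2.51 ± 0.29) also rose, but they share reads with their parent genes.

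By group, 18 of 30 tested replication-dependent histone genes rose with crRNA-13 in WT cells, and 19 did when adjusted over the list alone. Most transcripts of these genes lack a poly(A) tail, and the libraries were poly(A)-selected. Ribosomal RNA took 1.79% to 2.30% of the counts in WT_S13 libraries and 1.71% to 3.15% in WT_NTG libraries. The median log2 change was 1.39, also with the 1 member absent from a group placed at a floor of 3 counts over that group. The set test gave an adjusted p = 1.61e-15 and an adjusted p = 2.02e-05 with an estimated correlation. The list follows terms for chromatin assembly that the study found enriched in these samples, so it is not independent evidence. The same holds for genes of tRNA processing, of which 13 of 64 rose and 1 fell (14 and 1 adjusted over the list alone; set test adjusted p = 0.000123; adjusted p = 0.0559 with an estimated correlation). They included ADAT3, part of a tRNA adenosine deaminase (1.66 ± 0.22), and TRMT61A, a tRNA methyltransferase (0.85 ± 0.18). Of 37 genes of the endoplasmic reticulum unfolded protein response, also after a term of the study and not independent evidence, 6 fell, as many as adjusted over the list alone (adjusted p = 6.57e-08; adjusted p = 0.0612 with an estimated correlation). They included the stress sensor ERN1 (−0.45 ± 0.11) and SEL1L (−0.40 ± 0.06). In the intrinsic apoptosis list, again after such a term and not independent evidence, 3 of 30 genes rose and 2 fell, with the same counts adjusted over the list alone and a set-test adjusted p = 0.408. The pro-apoptotic BAX rose (0.71 ± 0.07) and the anti-apoptotic BCL2 fell (−0.59 ± 0.16).

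Lists fixed from general knowledge moved as well. Of 52 targets of the integrated stress response, the pathway that reprograms translation through eIF2 and ATF4, 23 fell and 3 rose (24 and 3 adjusted over the list alone; median −0.27; adjusted p = 1.61e-15; adjusted p = 0.0731 with an estimated correlation). Against that direction, the secreted factors FGF21 (2.43 ± 0.55) and GDF15 (1.15 ± 0.22) rose. Splicing factors rose in 11 of 48 cases, also adjusted over the list alone, among them TIA1 (1.08 ± 0.12) and SRSF2 (0.53 ± 0.07), and the call held with an estimated correlation (adjusted p = 0.0495). Mitochondrial ribosomal proteins rose in 17 of 78 cases (adjusted p = 6.39e-11; adjusted p = 0.0711 with an estimated correlation). Nuclear genes of oxidative phosphorylation rose in 14 of 79 (adjusted p = 7.77e-10; adjusted p = 0.267 with an estimated correlation), with the same counts adjusted over the list alone. They included MRPL32 (0.69 ± 0.09), MRPL1 (0.70 ± 0.12), COX7B (0.56 ± 0.10) and NDUFB3 (0.56 ± 0.09). Targets of p53 rose in 12 of 31 cases and fell in 2 (adjusted p = 0.000183; adjusted p = 0.0711 with an estimated correlation). They included the receptor EDA2R (1.05 ± 0.11) and the nuclease AEN (0.87 ± 0.05).

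Small nucleolar RNA host genes rose in 9 and fell in 1 of 26 cases, and rose in 10 adjusted over the list alone (adjusted p = 0.00199; adjusted p = 0.132 with an estimated correlation). SNHG10 rose by 1.80 ± 0.23 and SNHG12 by 1.27 ± 0.16. In ribosome biogenesis 11 of 59 genes rose (adjusted p = 2.73e-07; adjusted p = 0.188 with an estimated correlation). In the mitotic cell cycle 9 of 37 did (adjusted p = 0.000246; adjusted p = 0.132 with an estimated correlation). They included UTP14A (0.59 ± 0.08) and CCNB1, the mitotic cyclin B (0.51 ± 0.05). In the list of the C9ORF72 complex and autophagy, 2 of 41 genes fell, among them WIPI1 (−0.60 ± 0.11), with a median of −0.09 (adjusted p = 0.0174; adjusted p = 0.0495 with an estimated correlation). Immediate early genes fell in 13 and rose in 4 of 45 cases (adjusted p = 0.0313; adjusted p = 0.349 with an estimated correlation). Heat shock genes rose in 5 and fell in 3 of 27 (adjusted p = 0.00219; adjusted p = 0.312 with an estimated correlation). No set-level change was called for interferon-stimulated genes (adjusted p = 0.408), NF-kB targets (adjusted p = 0.315), cytosolic ribosomal proteins (adjusted p = 0.267) or cholesterol synthesis (adjusted p = 0.378). The same was true of zinc-finger genes (adjusted p = 0.83), neuroblastoma markers (adjusted p = 0.209) and markers of other lineages (adjusted p = 0.456).

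In all, 1656 genes were called in WT cells, of which 1004 rose and 652 fell, and 331 changed more than 2-fold. On simulated data, the same fit found 77.6% of 67 genes changed 1.5-fold and 97.0% of those changed 2-fold. The number of genes in each direction is shown for every comparison in the plot of called genes.

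**Figure D2:**
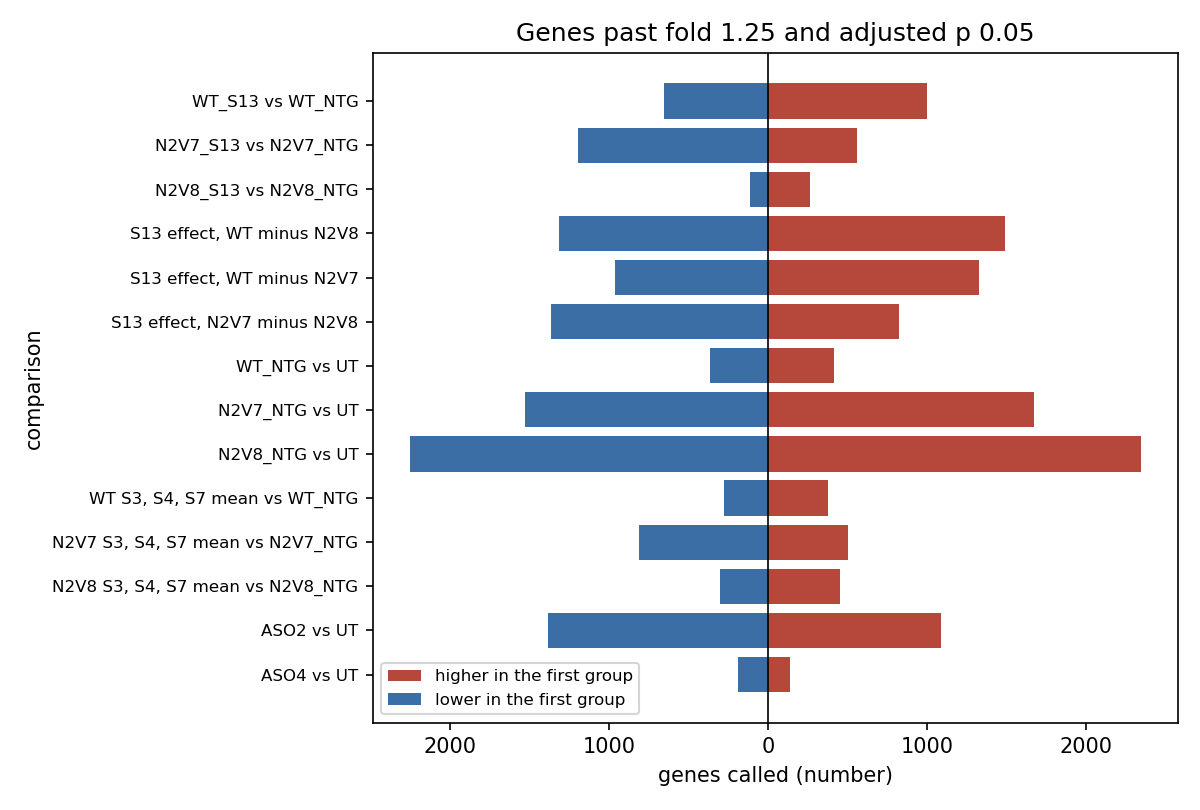
Genes called (horizontal axis, number of genes) in 14 comparisons (vertical axis), with rises to the right in red and falls to the left in blue. WT_S13 against WT_NTG has 1004 rises and 652 falls, and N2V8_S13 against N2V8_NTG has 265 and 110.

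In N2V7 cells, crRNA-13 was compared with the non-targeting crRNA in the same way, and most called genes fell. MKI67, the proliferation marker Ki-67 (Entrez 4288, chromosome 10, 128096659 to 128126423), fell to 87.0 ± 7.42 CPM from 192 ± 39.9 CPM (log2 −1.14 ± 0.32, adjusted p = 0.00991). CENPE (−0.93 ± 0.17) and CENPF (−0.90 ± 0.17), which encode large kinetochore proteins, fell as well. The splicing proteins SRRM2 (−0.69 ± 0.09) and HNRNPM (−0.65 ± 0.05, adjusted p = 7.85e-15) fell too. Among the rises were G0S2, an inhibitor of lipolysis (Entrez 50486, chromosome 1, 209675412 to 209676390; log2 0.93 ± 0.16, adjusted p = 3.96e-05), and the annexin ANXA3 (0.91 ± 0.17). The others were AP3B2 (1.19 ± 0.34), CGA (1.03 ± 0.27) and TMEM266 (0.89 ± 0.17). Further falls were LINC01000 (−1.45 ± 0.21), LINC01061 (−1.42 ± 0.29), ZNF557 (−1.12 ± 0.18), SALL3 (−1.09 ± 0.21) and the calcium channel subunit gene CACNG8 (−1.36 ± 0.23). The lymphoid transcription factor IKZF3 fell too (log2 −1.21 ± 0.25, adjusted p = 0.000403).

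Histone genes rose here as well, in 7 of 30 cases and in 8 adjusted over the list alone (median 0.69; adjusted p = 0.000113; adjusted p = 0.0441 with an estimated correlation). H2BC11 rose by 1.24 ± 0.28. As before, this list is not independent evidence. Ribosomal RNA, which also lacks a poly(A) tail, took 4.17% to 4.42% of the counts in N2V7_S13 libraries and 1.76% to 3.07% in N2V7_NTG libraries. Of the other lists that follow the study's terms, likewise not independent evidence, tRNA processing had 4 rises and 2 falls (adjusted p = 0.204), and the unfolded protein response 2 and 1 (adjusted p = 0.863). Intrinsic apoptosis had 1 and 1 (adjusted p = 0.646), and these counts were the same adjusted over the list alone. Integrated stress response targets rose in 12 of 52 cases and in 13 adjusted over the list alone (median 0.23; adjusted p = 2.0e-09; adjusted p = 0.188 with an estimated correlation). Among them were ASNS, asparagine synthetase (0.72 ± 0.12), the gluconeogenic PCK2 (0.62 ± 0.12) and the serine synthesis gene PSAT1 (0.49 ± 0.08). All 3 lost their calls with only the compared libraries and no factor of unwanted variation. Oxidative phosphorylation genes rose in 11 of 79 cases (median 0.22; adjusted p = 3.49e-17; adjusted p = 0.102 with an estimated correlation). Mitochondrial ribosomal proteins rose in 10 of 78 (adjusted p = 2.52e-10; adjusted p = 0.0731 with an estimated correlation). SnoRNA host genes rose in 5 of 26 (adjusted p = 0.000704; adjusted p = 0.0998 with an estimated correlation). Cytosolic ribosomal proteins had a median of 0.18 with 2 members called higher (adjusted p = 3.01e-20; adjusted p = 0.132 with an estimated correlation). Splicing factors fell in 7 of 48 cases (adjusted p = 1.06e-05; adjusted p = 0.137 with an estimated correlation). Mitotic genes fell in 3 of 37 (adjusted p = 0.0291; adjusted p = 0.378 with an estimated correlation). The ribosome biogenesis genes TCOF1 (−0.90 ± 0.15) and MYBBP1A (−0.57 ± 0.10) fell, but their list was not called (median −0.02; adjusted p = 0.0939). In total, 1759 genes were called, 563 of them higher and 1196 lower.

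In N2V8 cells, fewer genes were called in the same comparison, and most of them rose. ACTA2, smooth muscle actin (Entrez 59, chromosome 10, 88935074 to 88991337), rose to 26.0 ± 1.51 CPM from 12.6 ± 1.11 CPM (log2 1.05 ± 0.12, adjusted p = 2.05e-09). CHAC1, a glutathione-degrading enzyme (Entrez 79094, chromosome 15, 40953471 to 40956512), rose to 38.6 ± 5.06 CPM from 20.7 ± 2.18 CPM (log2 0.89 ± 0.13, adjusted p = 3.3e-06). G0S2 (0.96 ± 0.17), the angiotensin-converting enzyme gene ACE (0.82 ± 0.18) and the histone gene H2BC5 (0.78 ± 0.18) also rose. MRPL41, a mitochondrial ribosomal protein (Entrez 64975, chromosome 9, 137551879 to 137552555), fell to 19.5 ± 1.05 CPM from 29.1 ± 0.976 CPM (log2 −0.58 ± 0.10, adjusted p = 3.72e-05). The snoRNA host gene SNHG10 (−0.95 ± 0.21) and WRNIP1 (−0.51 ± 0.12) fell. HSPA1B, a heat-inducible HSP70 gene that shares reads with a near-identical neighbour, changed by −0.91 ± 0.17, a call that ended with only the compared libraries and no factor. Of the 375 called genes, 265 (70.7%) rose and 110 fell, and 54 changed more than 2-fold. Leaving out replicate 3 of N2V8_S13 lowered the count to 229, and of the 20 genes named for this comparison by size of change 8 lost their call in at least 1 fit that left out a library.

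Among gene groups, 16 of 52 integrated stress response targets rose in N2V8 cells, and 16 rose and 1 fell adjusted over the list alone (median 0.23; adjusted p = 1.81e-23; adjusted p = 0.0489 with an estimated correlation), with ASNS at 0.72 ± 0.12. Without replicate 3 of N2V8_S13, 7 rose and the test gave an adjusted p = 0.0628 with an estimated correlation. Mitotic genes fell in 3 of 37 cases (median −0.14; adjusted p = 0.00414 with an estimated correlation), with CDC20, an activator of the anaphase-promoting complex, at −0.38 ± 0.05. Splicing factors fell in 4 of 48 (median −0.16; adjusted p = 0.0309 with an estimated correlation), with HNRNPM at −0.37 ± 0.05. Without that replicate these counts were 1 and 1, with adjusted p = 0.00598 and adjusted p = 0.0411 with an estimated correlation. Ribosome biogenesis genes fell in 4 of 59 cases, among them UTP20 (−0.44 ± 0.11) and NOC3L (−0.43 ± 0.08), with an adjusted p = 0.0495 with an estimated correlation (adjusted p = 0.0758 without the replicate). Zinc-finger genes rose in 13 of 451 cases, 3 of them adjusted over the list alone (median 0.08; adjusted p = 0.0044 with an estimated correlation; adjusted p = 0.00709 without the replicate). Heat shock genes fell in 5 of 27 cases (adjusted p = 2.0e-09; adjusted p = 0.0523 with an estimated correlation), and in 1 without the replicate (adjusted p = 0.0758 with an estimated correlation). Mitochondrial ribosomal proteins fell in 5 of 78 (adjusted p = 1.96e-10; adjusted p = 0.0731 with an estimated correlation), and in 2 without it (adjusted p = 0.12 with an estimated correlation). Of the lists that follow the study's terms, which are not independent evidence, histones rose in 4 cases (median 0.31; adjusted p = 0.0495 with an estimated correlation). Genes of tRNA processing fell in 3, among them PUS7 at −0.35 ± 0.08 (adjusted p = 0.000146; adjusted p = 0.0561 with an estimated correlation). The counts were the same adjusted over the list alone. Ribosomal RNA took 3.98% to 4.96% of the counts in N2V8_S13 libraries and 1.81% to 3.52% in N2V8_NTG libraries.

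The calls of the effectors were compared by Fisher's exact test (two-sided; genes are not independent, so the p is a guide only). By this exact test, WT and N2V7 shared 76 genes that rose against 36.8 for independent calls (p = 1.6e-09) and 95 that fell against 50.7 (p = 2.1e-09). Another 38 rose in WT and fell in N2V7 against 78.1 (exact p = 1.33e-07), and 32 fell in WT and rose in N2V7 against 23.9 (exact p = 0.0877). WT and N2V8 shared 152 genes, and 126 of them moved in opposite directions. Of these, 51 rose in WT and fell in N2V8 against 7.18 for independent calls (exact p = 1.93e-31), and 75 fell in WT and rose in N2V8 against 11.2 (exact p = 2.3e-41). SNHG10 was one of them (1.80 in WT and −0.95 in N2V8). The other 26 rose in both, against 17.3 (exact p = 0.0432), and no gene fell in both, against 4.66 (exact p = 0.0153). Each effector was set against its own NTG libraries, which differed between N2V8 and WT in 3725 genes, while the S13 libraries differed in 395. Opposite directions can therefore come from different levels in the NTG libraries, and need not be opposite responses to crRNA-13. N2V7 and N2V8 shared 34 genes that rose against 9.70 for independent calls (exact p = 1.85e-10), with G0S2 and ASNS among them. They shared 9 that fell against 8.56 (exact p = 0.857), 28 that fell in N2V7 and rose in N2V8 against 20.6 (exact p = 0.104), and 1 that did the reverse against 4.03 (exact p = 0.194). Without replicate 3 of N2V8_S13, 75 genes were shared and 54 of them moved in opposite directions. All 3 effectors shared 37 genes against 4.62 for independent calls, and 13 of these moved the same way in each.

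The difference between effectors in the effect of crRNA-13 was then tested directly. Against N2V8, WT had the higher effect on the histone gene H4C15 (log2 2.36 ± 0.22, adjusted p = 1.83e-09), the snoRNA host gene SNHG10 (2.75 ± 0.31), TIA1 (1.46 ± 0.17) and ADAT3 (1.67 ± 0.31). It had the lower effect on AKNA (−2.17 ± 0.34), FUT1, a fucosyltransferase (−1.76 ± 0.35), ATF5 (log2 −1.73 ± 0.34, adjusted p = 0.00035) and the autophagy gene WIPI1 (−0.89 ± 0.16). Integrated stress response targets had a lower effect in WT in 38 of 52 cases and a higher one in 2, also adjusted over the list alone (median difference −0.53; adjusted p = 0.0361 with an estimated correlation). The effect was higher in WT for 37 of 78 mitochondrial ribosomal proteins, 38 adjusted over the list alone (median 0.33; adjusted p = 0.0437 with an estimated correlation), with MRPL35 at 0.92 ± 0.12. The same held for 23 (and 1 lower) of 48 splicing factors, 24 adjusted over the list alone (median 0.33; adjusted p = 0.0297 with an estimated correlation). It held for 13 of 37 mitotic genes, 14 adjusted over the list alone (median 0.22; adjusted p = 0.0297 with an estimated correlation), with CCNB1 at 0.82 ± 0.07. It also held for 12 of 30 histone genes, 14 (and 1 lower) adjusted over the list alone (median 1.06; adjusted p = 0.0297 with an estimated correlation). Genes of tRNA processing had a higher effect in 21 of 64 cases, 22 adjusted over the list alone (median 0.22; adjusted p = 0.0322 with an estimated correlation). Both lists follow the study's terms and are not independent evidence. In all, 2810 genes differed. A difference of this kind can lie in the S13 libraries, the NTG libraries or both.

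Against N2V7, the WT effect was higher for H4C15 (log2 2.12 ± 0.22, adjusted p = 1.69e-08), H3C6 (1.87 ± 0.32), CACNG8 (1.89 ± 0.31), SRRM1 (1.00 ± 0.16) and CENPF (1.09 ± 0.23). It was lower for CGA (−2.03 ± 0.37), ATF5 (−1.55 ± 0.33), ASNS (log2 −1.35 ± 0.17, adjusted p = 3.12e-07), PCK2 (−1.32 ± 0.17) and XBP1, a transcription factor of the unfolded protein response (−0.56 ± 0.07). By group, 32 of 52 integrated stress response targets had a lower effect in WT and 1 a higher one, with 33 lower adjusted over the list alone (median −0.47; adjusted p = 0.0332 with an estimated correlation). A higher effect was seen for 20 of 48 splicing factors (median 0.30; adjusted p = 0.0297 with an estimated correlation). It was also seen for 7 histone genes, also adjusted over the list alone, in a list that is not independent evidence (median 0.61; adjusted p = 0.0361 with an estimated correlation). Between N2V7 and N2V8, 28 of 78 mitochondrial ribosomal proteins had a higher effect in N2V7, 32 adjusted over the list alone (median 0.30; adjusted p = 0.0302 with an estimated correlation), among them MRPL35 (0.74 ± 0.12). The effect was lower in N2V7 for LINC01000 (log2 −1.73 ± 0.31, adjusted p = 3.01e-05), IKZF3 (−1.62 ± 0.36) and SRRM2 (−0.81 ± 0.13), and higher for AMACR (0.87 ± 0.23). In total, 2290 genes differed between WT and N2V7, and 2189 differed between N2V7 and N2V8, a count that was 1441 without the factor for unwanted variation. Simulated differences of 2-fold were found for 86.6% of genes between WT and N2V8, and those of 1.5-fold for 41.8%.

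**Figure D3:**
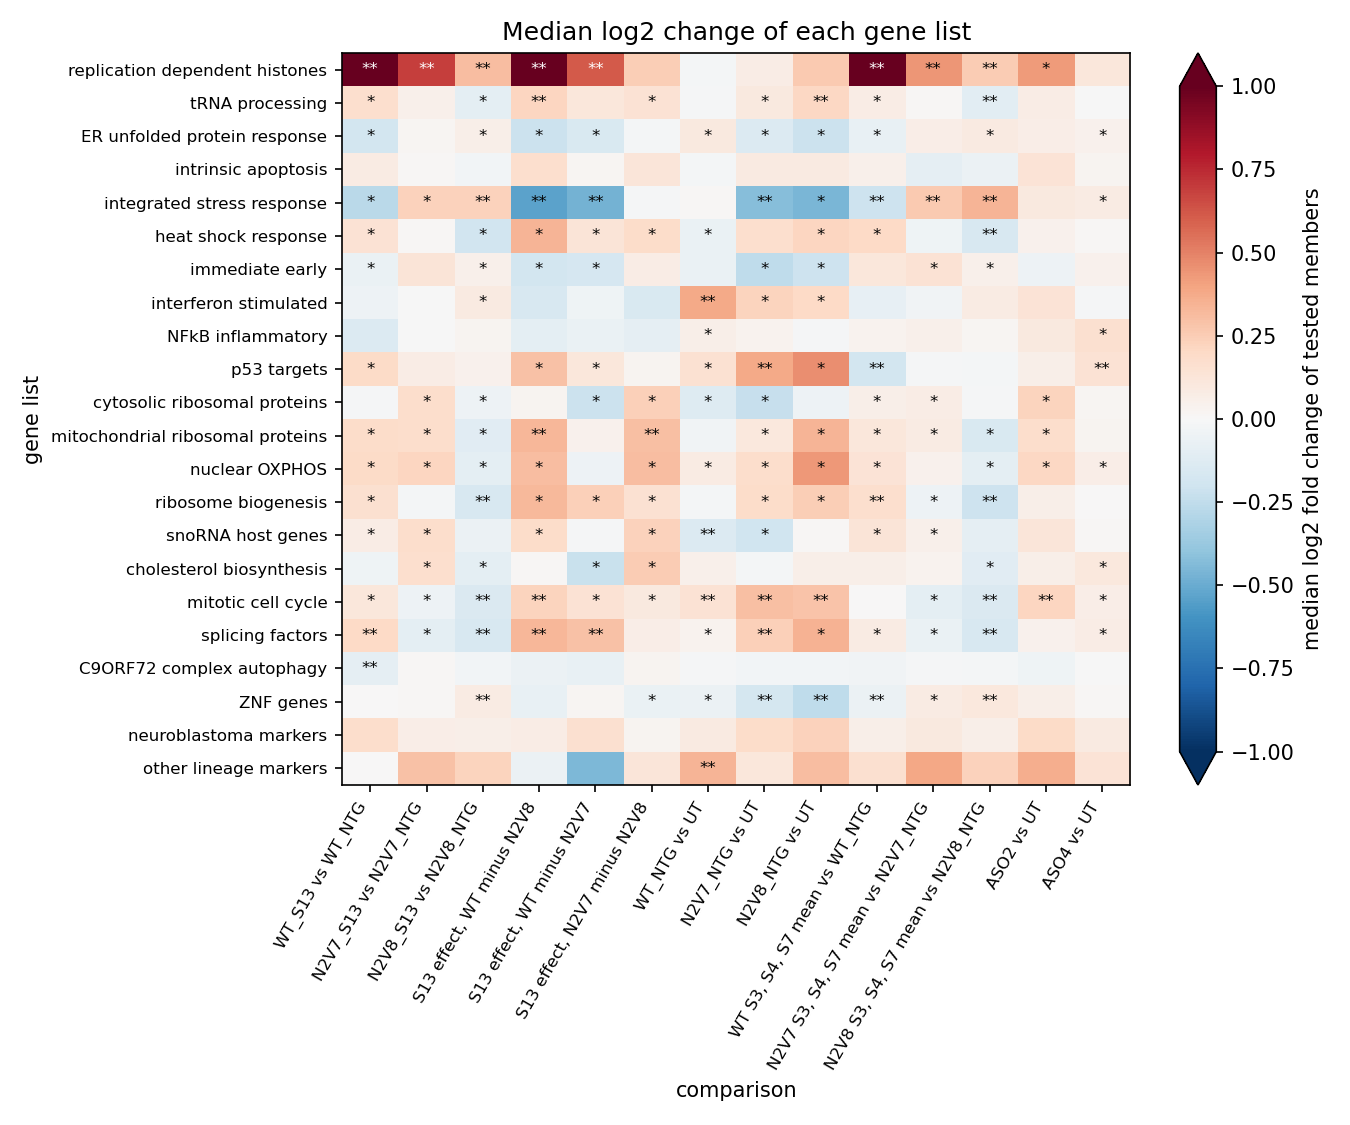
Median log2 change of the tested members of 22 gene lists (vertical axis) in 14 comparisons (horizontal axis), with colour from −1 (blue) to 1 (red). A star marks an adjusted p below 0.05 in the set test, and a pair of stars marks one that also holds with an estimated correlation; the histone median is 1.39 for WT_S13 against WT_NTG.

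Each effector with its non-targeting crRNA was compared with untransfected cells to describe what the effector and the transfection do without a target. In WT_NTG cells, the inhibitor of DNA binding ID3 (Entrez 3399, chromosome 1, 23557926 to 23559501) rose to 54.5 ± 2.84 CPM from 24.7 ± 0.989 CPM (log2 1.14 ± 0.09, adjusted p = 1.85e-16). Its relative ID1 (0.97 ± 0.16) rose, as did the lipid phosphatase gene INPP5D (1.16 ± 0.17) and ZCCHC12 (1.08 ± 0.12). SORCS1 (−1.29 ± 0.21), complement C5 (−1.27 ± 0.21), CRYAB, a small heat shock protein (−1.20 ± 0.32), KRT17 (−1.14 ± 0.25) and the cytokine TSLP (−1.07 ± 0.20) fell. Interferon-stimulated genes rose in 15 of 39 cases, also adjusted over the list alone (median 0.38; adjusted p = 0.00117 with an estimated correlation). IFIT3 rose by 1.95 ± 0.34, IFIT2 by 1.71 ± 0.38 and the RNA sensor TLR3 by 1.62 ± 0.42. SnoRNA host genes fell in 10 and rose in 1 of 26 cases (median −0.14; adjusted p = 0.0312 with an estimated correlation), with SNHG1 at −0.67 ± 0.08. Mitotic genes rose in 4 of 37 (adjusted p = 0.0363 with an estimated correlation), with AURKA at 0.40 ± 0.06. Markers of other lineages moved too, with 2 of 7 higher, HBA1 (1.32 ± 0.26) and COL3A1 (0.90 ± 0.16) (adjusted p = 0.0265 with an estimated correlation). In all, 784 genes were called, 417 higher and 367 lower.

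More genes were called for N2V7_NTG and N2V8_NTG cells against UT. ATF5 fell to 12.8 ± 1.08 CPM in N2V7 (log2 −2.09 ± 0.22, adjusted p = 2.0e-09) and to 10.6 ± 1.39 CPM in N2V8 (log2 −2.37 ± 0.23, adjusted p = 3.21e-10) from 54.8 ± 5.03 CPM. AKNA (−2.25 ± 0.21 and −3.03 ± 0.23), FUT1 (−2.12 ± 0.23 and −2.59 ± 0.24) and CRYAB (−2.18 ± 0.35 and −2.20 ± 0.36) fell in both. GATD1 rose in both (2.19 ± 0.22 and 1.94 ± 0.23), and the non-coding RNA PVT1 rose by 1.97 ± 0.18 in N2V8. Integrated stress response targets fell in 33 and rose in 1 of 52 cases in N2V7 (median −0.43; adjusted p = 0.0371 with an estimated correlation). In N2V8 they fell in 31 and rose in 1 (median −0.46; adjusted p = 2.79e-17; adjusted p = 0.0598 with an estimated correlation). Adjusted over the list alone, 34 and 31 fell. The pseudokinase gene TRIB3 changed by −1.61 ± 0.15 and −1.61 ± 0.15. Zinc-finger genes fell in 112 and rose in 21 of 451 cases in N2V7 (adjusted p = 0.00117 with an estimated correlation), and fell in 158 and rose in 25 in N2V8 (adjusted p = 0.000622 with an estimated correlation). Mitotic genes rose in 18 (adjusted p = 0.00394 with an estimated correlation) and 17 of 37 cases (adjusted p = 0.0126 with an estimated correlation), with AURKA at 0.78 ± 0.06 and 1.00 ± 0.06. Splicing factors rose in 17 in N2V7 (adjusted p = 0.0363 with an estimated correlation) and in 26 in N2V8, where 2 fell (adjusted p = 5.18e-09; adjusted p = 0.0567 with an estimated correlation), with TRA2A at 1.23 ± 0.07 and 1.27 ± 0.07.

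In N2V7_NTG cells, p53 targets rose in 16 and fell in 3 of 31 cases (adjusted p = 0.0372 with an estimated correlation), with EDA2R at 1.40 ± 0.13. In N2V8_NTG cells, oxidative phosphorylation genes rose in 49 of 79 cases (median 0.43; adjusted p = 1.78e-17; adjusted p = 0.104 with an estimated correlation), with ATP5MC1 at 1.21 ± 0.10. Mitochondrial ribosomal proteins rose in 40 and fell in 1 of 78 (adjusted p = 3.52e-11; adjusted p = 0.0598 with an estimated correlation). Genes of tRNA processing, a list that follows a term of the study and is not independent evidence, rose in 25 and fell in 2 of 64 cases in N2V8_NTG cells, also adjusted over the list alone (adjusted p = 0.0372 with an estimated correlation). In all, 3206 genes were called in N2V7_NTG cells, 1674 higher and 1532 lower, and 4604 in N2V8_NTG cells, 2348 higher and 2256 lower.

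The additional crRNAs were compared, as the mean of S3, S4 and S7, with NTG of the same effector. In WT cells the histone gene H2AC18 rose to 50.3 ± 22.4 CPM over 9 libraries from 6.86 ± 0.815 CPM (log2 2.76 ± 0.12, adjusted p = 9.44e-25). H2BC21 (2.23 ± 0.11) rose, as did MIR17HG, a microRNA host transcript (1.95 ± 0.27), H2AW (1.82 ± 0.19) and LINC01004 (1.79 ± 0.21). C1QTNF6 (−0.60 ± 0.11), ZNF606 (−0.60 ± 0.13), the laminin gene LAMB2 (−0.55 ± 0.09) and ZNF467 (−0.55 ± 0.09) fell. Histone genes rose in 16 of 30 cases, and in 21 adjusted over the list alone, which is not independent evidence for this list (median 1.37; adjusted p = 2.97e-08 with an estimated correlation). Integrated stress response targets fell in 14 of 52 cases (median −0.21; adjusted p = 0.0483 with an estimated correlation), 15 (and 1 higher) adjusted over the list alone, with TRIB3 at −0.55 ± 0.11. Targets of p53 fell in 6 of 31 (adjusted p = 0.0252 with an estimated correlation), with DDB2 at −0.58 ± 0.08. Genes of ribosome biogenesis rose in 8 of 59 (adjusted p = 0.0408 with an estimated correlation), with IMP3 at 0.53 ± 0.08.

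In N2V7 cells, CLDN1, a tight junction protein gene (log2 1.02 ± 0.17, adjusted p = 1.06e-05) and G0S2 (1.08 ± 0.14) rose with the additional crRNAs. GATD1 (−1.04 ± 0.16), TNRC18 (−0.85 ± 0.11), B4GALNT3 (−0.77 ± 0.10), BAHCC1 (−0.75 ± 0.12) and SRCIN1 (−0.75 ± 0.16) fell. Integrated stress response targets rose in 17 of 52 cases, also adjusted over the list alone (median 0.26; adjusted p = 0.0463 with an estimated correlation), with ASNS at 0.80 ± 0.10. Without library 2 of N2V7_S4 they rose in 21 (adjusted p = 0.0156 with an estimated correlation). Histone genes rose in 8 cases, also adjusted over the list alone and not independent evidence (adjusted p = 0.0408 with an estimated correlation), with H1-2 at 0.85 ± 0.13. In N2V8 cells, FUT1 (log2 1.41 ± 0.23, adjusted p = 1.14e-05), AKNA (1.32 ± 0.23), the cystine transporter gene SLC7A11 (1.19 ± 0.18), G0S2 (1.14 ± 0.15) and PCK2 (0.98 ± 0.11) rose. TFRC, the transferrin receptor, fell to 141 ± 26.9 CPM from 257 ± 6.46 CPM (log2 −0.88 ± 0.15, adjusted p = 3.47e-05), and NBEA (−0.73 ± 0.12) and CHAC2 (−0.61 ± 0.11) fell. Integrated stress response targets rose in 28 of 52 cases, also adjusted over the list alone (median 0.34; adjusted p = 0.00643 with an estimated correlation). Zinc-finger genes rose in 42 and fell in 4 of 451 cases (adjusted p = 0.000267 with an estimated correlation). Mitotic genes fell in 7 (adjusted p = 0.00302 with an estimated correlation) and splicing factors in 5 (adjusted p = 0.0161 with an estimated correlation). So did ribosome biogenesis genes in 9 (adjusted p = 0.0408 with an estimated correlation) and heat shock genes in 7 (adjusted p = 0.0466 with an estimated correlation).

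The mean of the additional crRNAs gave 649 called genes in WT (375 higher and 274 lower), 1318 in N2V7 (505 and 813) and 754 in N2V8 (454 and 300). With only the compared libraries in the fit and no factor of unwanted variation, the count for N2V7 was 523. Taken singly against NTG, S3, S4 and S7 gave 422, 410 and 2951 genes in WT, 639, 3714 and 2197 in N2V7, and 472, 946 and 1127 in N2V8. The count for S4 in N2V7 was 1707 without library 2 and 5155 without library 3 of N2V7_S4, and 366 with only the compared libraries and no factor. C9orf72 differed by −0.18 ± 0.07 (adjusted p = 0.0811) with the mean of the additional crRNAs in WT, by −0.03 (adjusted p = 0.821) in N2V7 and by 0.06 (adjusted p = 0.633) in N2V8. Taken singly in WT, it differed by −0.09 with S3 (adjusted p = 0.584) and −0.21 with S4 (adjusted p = 0.122). With S7 it differed by −0.25 (interval −0.44 to −0.06, adjusted p = 0.0553). The single values ran from −0.09 to 0.04 in N2V7 and from −0.11 to 0.18 in N2V8.

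The antisense oligonucleotides were compared with untransfected cells, since no control oligonucleotide was included. Untransfected cells also lack the delivery, so these differences include it. Besides C9orf72, ROR1, a receptor tyrosine kinase-like protein (Entrez 4919, chromosome 1, 63774017 to 64181498), fell to 16.1 ± 0.505 CPM from 30.3 ± 2.83 CPM with ASO4 (log2 −0.91 ± 0.10, adjusted p = 8.91e-11). ABI2, which encodes an Abl interactor (Entrez 10152, chromosome 2, 203328394 to 203432169), fell to 141 ± 6.03 CPM from 255 ± 12.2 CPM (log2 −0.86 ± 0.05, adjusted p = 1.67e-20). RPS6KL1 (−0.93 ± 0.24) and TENM4 (−0.91 ± 0.19) fell, and the collagen gene COL9A3 rose (0.90 ± 0.20). Targets of p53 rose in 5 of 31 cases, also adjusted over the list alone (median 0.15; adjusted p = 0.0432 with an estimated correlation), with GDF15 at 0.94 ± 0.26. Cholesterol synthesis genes rose in 3 of 24 cases (adjusted p = 1.38e-05; adjusted p = 0.307 with an estimated correlation), with IDI1 at 0.56 ± 0.11. In all, 328 genes were called, 141 higher and 187 lower, and leaving out replicate 2 of UT lowered the count to 193.

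With ASO2, ULK2, an autophagy-initiating kinase (Entrez 9706, chromosome 17, 19770830 to 19867936), fell to 10.8 ± 1.69 CPM from 38.2 ± 5.59 CPM (log2 −1.83 ± 0.09, adjusted p = 1.06e-22). The calcium channel gene CACNA1H (Entrez 8912, chromosome 16, 1153106 to 1221768) fell to 8.53 ± 0.816 CPM from 28.1 ± 0.808 CPM (log2 −1.72 ± 0.11, adjusted p = 8.47e-19). KRT17 (−1.63 ± 0.26), the semaphorin receptor gene PLXNA3 (−1.61 ± 0.14) and DENND2A (−1.54 ± 0.14) fell. PPP1R1A, an inhibitor of protein phosphatase (1.89 ± 0.26), SKIDA1 (1.63 ± 0.19), NIPBL-DT (1.44 ± 0.14) and NUDT16L1 (1.29 ± 0.14) rose. Mitotic genes rose in 12 of 37 cases, and in 13 adjusted over the list alone (median 0.22; adjusted p = 0.0432 with an estimated correlation), with AURKA at 0.67 ± 0.06. KRT17 and AURKA were at −1.14 and 0.40 in WT_NTG cells against the same UT libraries, so part of that agreement is expected from the shared controls. Oxidative phosphorylation genes rose in 16 and fell in 1 of 79 cases (adjusted p = 2.84e-11; adjusted p = 0.307 with an estimated correlation). Mitochondrial ribosomal proteins rose in 12 of 78 (adjusted p = 3.01e-06; adjusted p = 0.307 with an estimated correlation). Histone genes rose in 5 of 30 cases, also adjusted over the list alone and not independent evidence (median 0.43, or 0.41 with 3 members absent from a group at the floor; adjusted p = 0.0369; adjusted p = 0.307 with an estimated correlation). In all, 2472 genes were called with ASO2, 1087 higher and 1385 lower.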

Values the study reported

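For cells carrying crRNA-13, the study reported 1214 genes changed more than 1.25-fold with RfxCas13d, 1355 with N2V7 and 230 with N2V8. Its text gives the limit on the false discovery rate as 0.05, and the legend to these counts gives 0.01. It gives the time as 72 h after transfection, which is later than in the sample labels. It put the decrease from RfxCas13d to N2V8 at about 5.8-fold, and stated that 68% of the genes perturbed with N2V8 were upregulated. It gave 94 genes shared by RfxCas13d and N2V8, and 21 shared by all of the effectors.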

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

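The tests of library depth for library 2 of N2V7_S4, of RNA without poly(A) tails and of the NTG libraries, and the look at which libraries the splits moved, were chosen after the results were seen. The differences between effectors were picked out because a test of the difference in the effect of crRNA-13 found them, and the patterns of N2V7_S4 and of histones with the additional crRNAs were picked out after the results were seen.

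Between WT and N2V8, 2810 genes differed, and the median difference of log2 changes was −0.53 for the integrated stress response, 1.06 for replication-dependent histones, 0.33 for mitochondrial ribosomal proteins, 0.33 for splicing factors, 0.22 for mitotic genes and 0.22 for tRNA processing. The histone and tRNA lists follow terms the study found enriched and are not independent evidence. For all of these lists but the histones, the effectors differed mainly with the non-targeting crRNA (medians under Other observations). The genes were H4C15 (2.36), ZNF530 (1.97), AKNA (−2.17), CRYAB (−2.11), FUT1 (−1.76) and ATF5 (−1.73), together with RPL36A-HNRNPH2 (3.56), GALNT4 (2.80), RN7SL1 (2.42) and RNA18SN4 (−1.69). RPL36A-HNRNPH2 is a readthrough locus that shares reads with its parents, and its call ended without replicate 1 of N2V8_NTG (adjusted p = 0.057). The call of GALNT4 ended without replicate 2 of WT_NTG (adjusted p = 0.0566) or replicate 1 of N2V8_S13 (adjusted p = 0.0642). RN7SL1, a signal recognition particle RNA, lost its call without replicate 1 (adjusted p = 0.0609) or 3 of WT_NTG (adjusted p = 0.0548), replicate 2 of WT_S13 (adjusted p = 0.15), replicate 1 of N2V8_NTG (adjusted p = 0.0907) or replicate 3 of N2V8_S13 (adjusted p = 0.0562). RNA18SN4 is a ribosomal RNA locus with near-identical copies and no poly(A) tail.

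Between WT and N2V7, 2290 genes differed, with list medians of 0.61 for histones (not independent evidence), −0.47 for the integrated stress response and 0.30 for splicing factors. Compared directly, N2V7 minus WT had integrated stress response medians of −0.47 under the non-targeting crRNA and −0.03 under crRNA-13. Those of splicing factors were 0.22 and −0.10, and those of histones 0.08 and −0.66. For the stress response and splicing factors the effectors thus differed mainly with the non-targeting crRNA, and for histones mainly with crRNA-13. The genes were H4C15 (2.12), H3C6 (1.87), CACNG8 (1.89), C1orf162 (2.23), CGA (−2.03), ATF5 (−1.55), CRYAB (−1.76), RN7SK (−1.63), RNA18SN4 (−2.00) and RPL36A-HNRNPH2 (3.26). CRYAB lost its call without replicate 3 of WT_NTG (adjusted p = 0.0516) or replicate 1 of N2V7_S13 (adjusted p = 0.0568). RPL36A-HNRNPH2 lost its call without replicate 1 (adjusted p = 0.0812) or 3 of N2V7_NTG (adjusted p = 0.0569) or replicate 2 of N2V7_S13 (adjusted p = 0.0527).

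Between N2V7 and N2V8, 2189 genes differed, and the median for mitochondrial ribosomal proteins was 0.30. The genes were LINC01000 (−1.73), IKZF3 (−1.62), CACNG8 (−1.51), AMACR (0.87), MED31 (0.86) and MTMR7 (0.92), with RNA45SN1 (1.13), RNA45SN4 (0.87) and the readthrough locus PKD1P6-NPIPP1 (−1.64) as loci that share reads with copies or parents. MTMR7 lost its call without replicate 3 of N2V7_NTG (adjusted p = 0.0613). RNA45SN4 lost its call without replicate 1 of N2V7_NTG (adjusted p = 0.0741), replicate 2 (adjusted p = 0.0582) or 3 of N2V7_S13 (adjusted p = 0.0583), replicate 2 of N2V8_NTG (adjusted p = 0.0574) or replicate 3 of N2V8_S13 (adjusted p = 0.0677).

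The first pattern weighed is that S13 against NTG called fewer genes with N2V8 (375) than with WT (1656). The tables argue against depth and sequence composition as the cause: with every library thinned to the smallest total the ratio of WT to N2V8 calls was 3.98 (1560 to 392), and in a limma-trend fit of 14451 genes it was 3.74 both before (1500 to 401) and after (1268 to 339) a trend over GC content and gene length was removed. The NTG libraries stay open as a source. Against UT, N2V8_NTG differed in 4604 genes and WT_NTG in 784, and N2V8_S13 called 0.980 times as many genes as WT_S13 (3244 and 3311). Between S13 and NTG of the same effector, less collateral cleavage and a baseline that had already moved leave the same trace, fewer genes called. Compared directly, N2V8 and WT differed in 3725 genes under the non-targeting crRNA and in 395 under crRNA-13. Less cleavage alone would leave N2V8_S13 nearer to UT than WT_S13, and would not part the NTG libraries. These counts therefore argue against less cleavage as the only cause. A share for it stays open, because cleavage was not measured.

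The second pattern is that library 2 of N2V7_S4 stood apart from its group. The largest residual SD among libraries with smaller totals was 0.477 times that of this library, which argues against depth. Its distance to each other group was set against the largest distance of that group's own libraries. The smallest such ratio was 2.16, reached in WT_S7, so the library lay outside the spread of every other group. That cannot decide on a wrong label, because no ratio was taken for its own group, from which it also stood apart. A trend over GC content and gene length took 16.9% of the variance of its difference from the rest of its group, so composition stays open for part of it. No biological explanation was tested.

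The third pattern is the rise of histone genes with the additional crRNAs in WT cells (median 1.37). More cells in S phase are argued against, since 40 S-phase genes had a median change of 0.0152 (95% interval −0.0239 to 0.0511). More RNA without poly(A) tails in the libraries stays open: 17 such RNAs had a median of 0.27 (95% interval −0.06 to 0.44), 0.195 times that of the histones. These cannot be told apart from a change in histone transcripts themselves, since poly(A) selection was used throughout.

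Other splits of the same libraries were refitted. For the differences between effectors, the real splits called 2810, 2290 and 2189 genes against at most 1895, 1600 and 2024 in the other splits. Only the real one of 30 splits was as large in each, the smallest share that 30 splits can give. That argues against chance, by a narrow margin for N2V7 minus N2V8 (2189 against 2024). It does not say which libraries carry the difference. For the additional crRNAs, the real split in N2V8 also called the most genes (754, highest other 167; 1 of 30), which argues against chance. In WT (649, highest other 2964; 3 of 30) and N2V7 (1318, highest other 2601; 6 of 30) the splits decide nothing, because those as large follow a structure of the samples. In WT, the split with 2964 put the 3 libraries of S7 in the place of the controls, and the one with 778 put 2 of them there. In N2V7, each split as large, from 1360 to 2601 genes, put library 2 of N2V7_S4 there, and the highest without it there was 599. For S13 against NTG (1656, 1759 and 375; highest others 67, 73 and 76), NTG against UT (784, 3206 and 4604; highest others 137, 228 and 484) and the oligonucleotides (2472 and 328; highest others 84 and 143), the 10 splits are too few for a share under 0.05.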

How the results depend on the processing

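The tests with the authors' gene filter, without library 2 of N2V7_S4 and of lists without replicate 3 of N2V8_S13 were chosen after the results were seen. No result reversed under any alternative. Counts of the comparisons not given here stayed within 1.5 times the reported count, apart from those of single additional crRNAs and, without the factor, of N2V8 (201) and N2V7 (743) against WT under crRNA-13.

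Without the factor of unwanted variation, calls were 241 for N2V8_S13 against NTG, 1441 for N2V7 minus N2V8 and 212 for ASO4; the cause was not tested. With adjustment within each comparison, N2V8_S13 had 240 and ASO4 had 167, since each was no longer adjusted together with comparisons richer in small p. At an adjusted p under 0.01, which is stricter by construction, counts were 169 for N2V8_S13, 1446 for WT minus N2V7, 1396 for N2V7 minus N2V8, 452 for WT_NTG against UT, 415 and 482 for the additional crRNAs in WT and N2V8, and 153 for ASO4, and effectors shared 124 calls in the same direction by pairs in place of 240. Genes in opposite directions between WT and N2V8 numbered 68 at this limit and 76 without the factor. With only the compared libraries and no factor, which changes both at once, the additional crRNAs in N2V7 had 523; the cause was not tested. ASNS, PCK2 and PSAT1 (N2V7_S13) and HSPA1B (N2V8_S13) lost their calls under this setting as well.

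Lists called fell from 160 to 49 of 308 tests with an estimated correlation, and were 155 without replicate 3 of N2V8_S13. With 1 library left out, counts ranged from 1435 to 1679 for WT_S13, from 1506 to 1873 for N2V7_S13, from 229 (without replicate 3 of N2V8_S13) to 509 (without its replicate 2) for N2V8_S13, and from 193 (without replicate 2 of UT) to 389 (without its replicate 1) for ASO4. C9orf72 with S13 ranged from −0.24 to −0.05 in WT, from 0.02 to 0.13 in N2V7 and from −0.09 to −0.02 in N2V8. Under DESeq2 size factors the median change of all genes moved by at most 0.00556, and no called list changed sign; median, mean and test of each called list had 1 sign. At this depth, changes of 1.5-fold were found for 41.8% of simulated genes in the differences between effectors, so smaller differences are the ones most often missed.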

Other observations

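The comparisons of the S13 groups with UT and of the effectors with each other under 1 crRNA were chosen after the results were seen. The comparisons with untransfected cells share the same UT libraries and all include the transfection, so agreement between effectors is expected there without an effect of crRNA-13. Histone genes rose in 17, 12 and 12 of 30 cases in WT, N2V7 and N2V8 (medians 1.41, 0.78 and 0.79; adjusted p = 0.00097, adjusted p = 0.0701 and adjusted p = 0.0431 with an estimated correlation), on a list that is not independent evidence. Targets of p53 rose in 17, 19 and 17 of 31 cases (medians 0.38, 0.47 and 0.46; adjusted p = 0.0431 with an estimated correlation in each). In the integrated stress response, 20, 23 and 19 of 52 targets fell (medians −0.24, −0.23 and −0.25; adjusted p = 8.57e-09, adjusted p = 9.06e-07 and adjusted p = 1.18e-08; adjusted p = 0.208, adjusted p = 0.28 and adjusted p = 0.211 with an estimated correlation). Genes stimulated by interferon rose in 13, 17 and 16 of 39 (adjusted p = 0.121, adjusted p = 0.143 and adjusted p = 0.062 with an estimated correlation).

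Under the non-targeting crRNA, N2V8 cells differed from WT cells in 3725 genes and N2V7 cells in 1695. Under crRNA-13 the counts were 395 and 1122. Without the factor of unwanted variation they were 3353 and 1432 under the non-targeting crRNA, and 201 and 743 under crRNA-13; the cause was not tested. Between N2V8 and WT under crRNA-13, histone genes were lower in N2V8 in 9 of 30 cases and higher in 1 (median −0.77; adjusted p = 0.000163 with an estimated correlation; not independent evidence). Zinc-finger genes were lower in 23 of 451 and higher in 1 (median −0.10; adjusted p = 0.000163 with an estimated correlation). Under the non-targeting crRNA, integrated stress response targets had a median of −0.50 (37 of 52 lower and 2 higher), against −0.01 under crRNA-13. With an estimated correlation these gave adjusted p = 0.0247 and adjusted p = 0.983. Medians for mitochondrial ribosomal proteins were 0.38 and 0.02, and those for splicing factors 0.30 and −0.05. Those for mitotic genes were 0.18 and −0.05, and those for tRNA processing (not independent evidence) 0.19 and −0.03. For these lists the effectors differed mainly in the NTG libraries. The histone median under the non-targeting crRNA was 0.34.

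The count for N2V8 with crRNA-13 was 375 here at an adjusted p under 0.05. That is higher than the count quoted from the study above. At an adjusted p under 0.01, the stricter of the limits quoted, the count was 169. That is lower than the count quoted from the study above. The counts for WT and N2V7 were 1656 and 1759 at the first limit, and 1201 and 1313 at the stricter one. The former are higher and the latter lower than those quoted, with the latter nearer. WT and N2V8 shared 152 called genes at the first limit and 77 at the stricter one. The former is higher and the latter lower than the overlap quoted from the study above. All 3 effectors shared 37 called genes at the first limit and 13 at the stricter one. Again the former is higher and the latter lower than the overlap quoted.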
